A study of Drosophila melanogaster with 24 samples.

How the data were processed

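Embryos of the strains Cas9 (tinWT), F3 and M6 (both tinmDPE) were collected in 4 windows, and csRNA-seq and input libraries were made from the same RNA, per the labels. The 24 libraries fall into 8 csRNA groups and 8 input groups by genotype and window, with 1 library per tinWT group and 2 per tinmDPE group, in which F3 is replicate 1 and M6 is replicate 2. The tables analysed here hold the 12 csRNA libraries, and the planned comparison of csRNA with input was not run.

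The authors merged the TSS lists of the 12 csRNA libraries by strand with HOMER's mergePeaks on dm6, per the file headers. Each merged TSS carries a score and the position called in each library, both deposited by the authors. The caller of the lists and its thresholds are not stated. The authors then quantified the merged TSSs with HOMER's annotatePeaks.pl, using tags on the same strand with a fragment length of 1 and the option for regularized log values, per the file headers. The deposited values are therefore rlog values on a log2 scale, scaled over the 12 libraries together. The aligner and the version of HOMER are not stated. The rlog transform shrinks low values towards the mean of a TSS, so changes of weak TSSs are understated, and a TSS with no tags has a floor that differs between libraries. Tag counts per TSS were not used here. The total tags per library, per the file headers, were 2632187 to 10553406, and the number of libraries limits the precision of each value. The gene symbols and annotation classes are those of the authors' table.

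The tables were joined by chromosome, start, end and strand. Each column was matched to its library by name, and 0 columns of values per library were left out. As a check, TSSs called in 1 library alone had their highest mean value in that library's own column for all 12 libraries. Chromosome lengths of the RefSeq reference were compared with the coordinates before sequence was taken from it. The TSS position was the midpoint most often called among the libraries. An initiator was TCAKTY with its A within 5 bp of that position, a DPE was DSWYVY starting at +28 of that A, and a TATA box was TATAWA starting at -33 to -28.

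All models were fitted to the deposited log2 values of all 45839 TSSs with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend in the variance prior), and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The genotype effect had the window as covariate, and F3 against M6 came from a model of window and strain. Differences within windows and their interaction came from group means, with a spread shared over all groups. The window effects had the strain as replicate block. The strain pairs the libraries of a course because each strain is a line. The mean correlation of deviations from the window means was 0.154 within Cas9, 0.0643 within F3 and 0.0669 within M6, against -0.0475 between strains. The tin difference was tested by an exact permutation of strain labels within windows. Gene lists were tested with camera, fry and 10000 random lists drawn with seed 20 and matched on mean value. Fisher's exact tests and correlations were run in Python 3.11.15 with scipy 1.17.1.

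The models were tested on simulated data drawn around the fitted means of the 45839 TSSs with each TSS's moderated spread. The draws were independent and held no strain effect, so they can overstate what the real fits recover. Of 200 TSSs, drawn from those with a mean value above 2 and shifted by 2 between genotypes, 193 were recovered, with 20 false calls. With no shifted TSS there were 0 calls. For a shift between 2-4 and 4-6 h 145 of 200 were recovered, and 51 of 200 when F3 was left out. The motif search was correct on 400 of 400 made sequences.

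The designs, the alternatives, the mesoderm list and the rule for naming genes were fixed before the data were examined. The rule names tin, then members of the mesoderm list past the threshold over all TSSs (0 were), and then the 3 largest rises and 3 largest falls among calls that changed the same way in every matched comparison, 1 TSS per gene with a symbol. The alternatives were quantile normalization, centring each library on its median, TSSs above the 25th percentile of mean value, a variance prior without a trend, leaving out libraries, strains and windows, strain as a correlated block, no replicate block, and other definitions of the motifs and of shared TSSs. Lists of 20 muscle structure genes, 15 synapse genes (13 with a TSS) and 73 cuticle genes chosen by their symbols were tested for the closing observations. A stage index placed each library on the change from 0-2 to 6-8 h of the other 2 strains, from 0 to 100. Each strain thus had a scale of its own, so indices of different strains are not strictly comparable.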

Results

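Transcription start sites (TSSs) were mapped by capped short RNA sequencing (csRNA-seq) in Drosophila melanogaster embryos. The assay selects short capped RNAs, so the 5′ ends of its reads are taken to mark where RNA polymerase II started. The authors' merged list also held entries that need not be such starts, among them 2SrRNA:CR45840 and 2 mitochondrial TSSs. Embryos came from 3 strains and from 4 collection windows of 0-2, 2-4, 4-6 and 6-8 h. The strain Cas9 carried the genotype tinWT, and the strains F3 and M6 both carried the genotype tinmDPE. The name tinmDPE is read here as a mutated downstream core promoter element (DPE) of tinman (tin), a homeobox gene of the mesoderm and heart. Each strain gave 1 csRNA library per window, so that 4 tinWT libraries stood against 8 tinmDPE libraries. Because tinWT was represented by 1 strain, any difference between genotypes was also a difference between strains, and F3 against M6 gave the background between strains of the same genotype. The matched input libraries, which hold short RNA before cap selection, were not analysed here.

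The total number of tags ranged from 2632187 in tinWT at 0-2 h to 10553406 in M6 at 6-8 h. The authors' merged list held 45839 TSSs, of which 39.5% were annotated as promoter TSSs, 25.5% as intronic and 14.7% as intergenic. A TSS was called in at least 1 tinWT library at 26849 positions and in at least 1 tinmDPE library at 38968 positions, and 19978 were shared by the genotypes. The sides were not of equal size, since tinmDPE had 8 lists and tinWT had 4. Of all TSSs, 21374 were called in 1 library and 2589 in all 12. The tinWT 2-4 h library had the most TSSs called in no other library, 4228, of which 15.4% were promoter TSSs, and F3 at 2-4 h had 3279. An initiator of the sequence TCAKTY lay within 5 bp of the TSS position at 4143 TSSs, and at 3372 TSSs its A was the TSS position itself. A DPE at +28 of that A was found at 758 TSSs and a TATA box at 1481.

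The targeted gene was examined first in every library. The highest of the 3 TSSs assigned to tin lay on the plus strand of chromosome arm 3R, from 21378850 to 21379054 in dm6, and the authors called it in 11 of the 12 libraries, the exception being tinWT at 4-6 h. Its TSS position, 21378979, was the called position in 9 libraries and lies in exon 1, within the 5′ UTR (21378977 to 21379246) of transcript FBtr0084086. The reference sequence from 40 bp upstream to 40 bp downstream of this base is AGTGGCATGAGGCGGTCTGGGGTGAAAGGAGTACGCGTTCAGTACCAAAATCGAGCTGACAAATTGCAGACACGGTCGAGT. It has TCAGTA around the start and AGACAC from +28 to +33, at 21379006 to 21379011, which matches the DPE consensus DSWYVY. The initiator of tin does not match TCAKTY, so tin was not in the DPE class as defined for the shares given further on. The edited sequence of the tinmDPE strains was not analysed here.

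The rlog value of the tin TSS, on a log2 scale, was lower in both tinmDPE strains than in tinWT in all 4 windows. At 0-2 h it was 5.48 in tinWT, 4.76 in F3 and 4.66 in M6. At 2-4 h the 3 values were 7.61, 5.68 and 6.13, at 4-6 h 7.06, 6.37 and 6.24, and at 6-8 h 7.45, 7.12 and 6.96. The tinmDPE mean was therefore lower by -0.77, -1.70, -0.75 and -0.42 in the successive windows, while F3 and M6 differed by at most 0.45. The mean difference was -0.91 ± 0.55 (SD over 4 windows), and 1 of the 81 assignments of the strain labels within windows gave a difference as large (two-sided exact permutation test, p = 0.0123, the smallest these assignments can give). That test treats the windows as independent. If whole strains are exchanged, 3 strains cannot give a p-value below 0.333. In the limma fit over all TSSs the same change was -0.91 ± 0.23 (SE) with an adjusted p of 0.125, which did not pass 0.05. The alternative that moved the difference most, the mean over all 3 tin TSSs, gave -0.25 (exact permutation p = 0.0370).

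**Figure D1:**
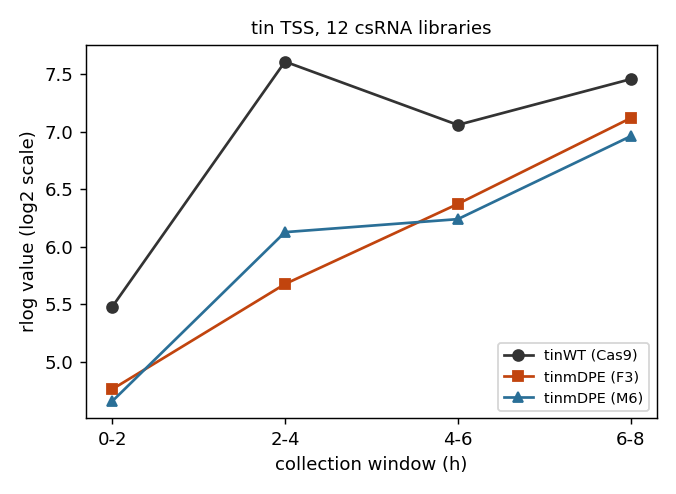
The rlog value of the tin TSS (log2 scale, y axis) is plotted against the collection window in hours (x axis), with 1 point per csRNA library and lines joining the libraries of a strain. The tinWT points lie above both tinmDPE points in all 4 windows, by the widest margin at 2-4 h, where they are 7.61 against 5.68 in F3 and 6.13 in M6.

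Across the whole course, 148 of 45839 TSSs differed between tinmDPE and tinWT at an adjusted p under 0.05 (limma, with the window as covariate), 80 higher and 68 lower in tinmDPE, and 4456 had an unadjusted p under 0.05. A model of window and strain found 1 TSS between F3 and M6, with 1735 at an unadjusted p under 0.05, where 2292 would be expected by chance. That TSS was assigned to Arts (3L, 16602034 to 16602185) and was higher in F3 by 3.18 ± 0.40 (SE, adjusted p = 0.0229, in 4 of 4 windows), and it lost its call above the 25th percentile of mean value (adjusted p = 0.0540, with 0.0221 to 0.933 over all alternatives). The genotype count depended on which libraries entered. It was 0 when either F3 or M6 was left out (2381 and 2580 TSSs at an unadjusted p under 0.05), 0 without the 4-6 h window (3291 at an unadjusted p under 0.05) and 233 without the tinWT 2-4 h library.

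Of the 148 TSSs, 137 changed the same way in all 8 comparisons of a tinmDPE library with the tinWT library of its window. The largest rises among these were at promoter TSSs. CG6933 (3L, 20220106 to 20220256) was higher in tinmDPE by 3.76 ± 0.72 (SE, adjusted p = 0.0321). CG7567 (3R, 29588025 to 29588175) was higher by 3.69 ± 0.71 (adjusted p = 0.0323), and Muc18B (X, 19215442 to 19215596) by 3.10 ± 0.61 (adjusted p = 0.0354). Their values were uneven among the tinmDPE libraries. CG6933 reached 11.43 in M6 at 0-2 h but 4.22 in M6 at 4-6 h, where tinWT had 4.13. Each of these calls was lost when the variance prior did not follow the mean value (adjusted p = 0.119 for all 3, with 0.00438 to 0.690 over all alternatives), and each was lost under most of the fits that left out a library.

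The largest falls were in TSSs outside annotated promoters. A TSS in an exon of CG16782 (X, 3459225 to 3459375) was lower in tinmDPE by -3.76 ± 0.32 (adjusted p = 5.55e-05), and a TSS near the 3′ end of step (2L, 21739692 to 21739862) by -3.60 ± 0.39 (adjusted p = 0.000242). Both were called by the authors in all 4 tinWT libraries and in 0 of the 8 tinmDPE libraries. The third was an intergenic TSS at the start of the Y chromosome sequence (35 to 203), assigned to Pp1-Y1 at a distance of -9714 bp, which was lower by -3.29 ± 0.39 (adjusted p = 0.000588). It was called in 1 tinWT library and in 6 tinmDPE libraries, against the direction of its values, and its reads can be shared with other copies of the sequence, so its value is uncertain. All 3 falls lost their calls without F3, without M6 and without the 4-6 h window, step also without the 6-8 h window, and Pp1-Y1 also without the 2-4 h and the 6-8 h window. Their changes stayed between -3.76 and -2.82 for Pp1-Y1, -4.09 and -3.37 for CG16782, and -4.01 and -2.95 for step over all alternatives.

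**Figure D2:**
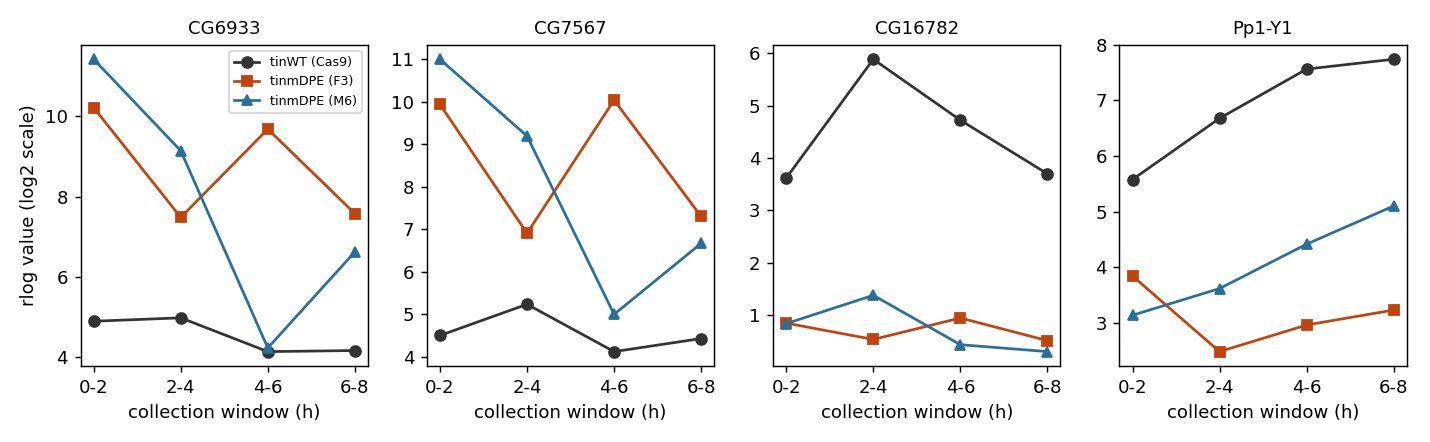
The rlog value (log2 scale, y axis of each panel, with its own range) of 4 TSSs called between the genotypes is plotted against the collection window in hours (x axis), 1 point per csRNA library. CG6933 and CG7567 are high in most tinmDPE libraries but at the tinWT level in M6 at 4-6 h for CG6933 (4.22 against 4.13), while CG16782 and Pp1-Y1 are higher in tinWT in every window.

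The called TSSs were not concentrated on the arm that carries tin. Of the 148, 28 lay on 3R (18.9%), against 23.4% of the other TSSs (two-sided Fisher's exact test, p = 0.242).

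The genotype difference was also estimated in each window, with the spread taken from F3 against M6. In each window 1 tinWT library was compared with 2 tinmDPE libraries, so the tinWT value had no replicate. At an adjusted p under 0.05 (limma) 138 TSSs were called at 0-2 h, 2924 at 2-4 h, 356 at 4-6 h and 168 at 6-8 h, and the number lower in tinmDPE was 130, 2614, 334 and 163 of these. The calls at 2-4 h lay mostly at the lower end of the values. Of the 2614 TSSs lower in tinmDPE at 2-4 h, 98.0% had been called by the authors in the tinWT 2-4 h library, 92.5% in no tinmDPE library, and 14.5% had a mean value above the 25th percentile of all TSSs. When the tests were restricted to the 34379 TSSs above that percentile, the counts became 10, 4, 0 and 1, with 4276, 5468, 4188 and 2138 TSSs at an unadjusted p under 0.05. The test of whether the genotype difference changed over the windows (limma F test of 3 interaction terms) called 2268 TSSs, of which 2063 had been called by the authors in 1 library. This count became 5 above the 25th percentile and 2 without the trend in the variance prior.

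**Figure D3:**
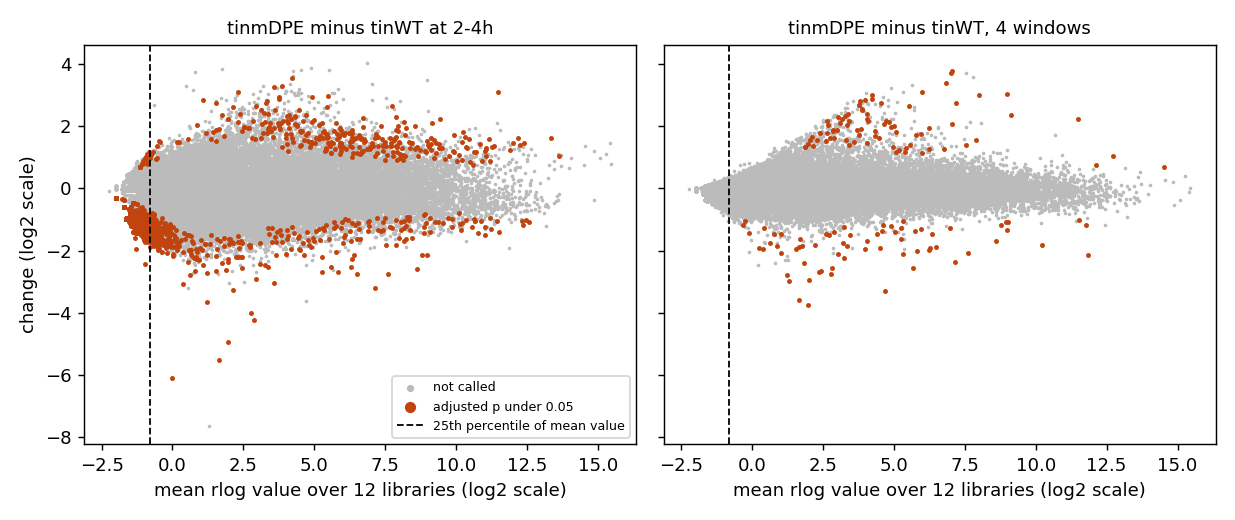
The change from tinWT to tinmDPE (log2 scale, y axis) is plotted against the mean rlog value over the 12 libraries (log2 scale, x axis) for all 45839 TSSs, at 2-4 h on the left and over the 4 windows on the right, with calls at an adjusted p under 0.05 in red. The calls at 2-4 h crowd to the left of the dashed line, the 25th percentile of mean value, whereas all 148 calls over the 4 windows lie to its right.

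A list of 25 mesoderm and heart genes, tin among them, was tested as a set on the highest TSS of each gene. Of these TSSs, 16 were lower and 9 higher in tinmDPE, with a median change of -0.20. The set test with a preset correlation of 0.01 (limma camera) gave p = 0.0119. The call did not hold under fry (p = 0.0965) or with an estimated correlation (p = 0.278). The median lay at the percentile 3.19 of 10000 random lists matched on mean value. At an adjusted p under 0.05, 0 genes passed over all TSSs (7 at an unadjusted p under 0.05), and 1 gene, tin, passed when adjusted over the list alone (adjusted p = 0.0245). Without F3 the median was -0.16 and camera with the preset correlation gave p = 0.149, which did not pass 0.05. By window, the median change was -0.04 at 0-2 h, -0.64 at 2-4 h, -0.06 at 4-6 h and -0.22 at 6-8 h, and at 2-4 h 24 of the 25 TSSs were lower in tinmDPE.

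Over the course, 9117 TSSs changed with the window (limma F test with the strain as replicate block). From 0-2 to 2-4 h 1936 TSSs rose and 1120 fell. From 2-4 to 4-6 h 177 rose and 790 fell, and from 4-6 to 6-8 h 130 rose and 105 fell. The first of these splits depended on the scaling, since centring each library on its median moved the share of falls from 36.6% to 62.7%. Leaving out any 1 strain reduced the 3 consecutive contrasts to between 0 and 2 calls (with 2940 to 8978 TSSs at an unadjusted p under 0.05).

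The largest changes were as follows, each in the same direction in 3 of 3 strains. From 0-2 to 2-4 h, promoter TSSs of exu (2R, 20670413 to 20670613), BicC (2L, 16042847 to 16042998) and Cyp6a19 (2R, 14877713 to 14877863) fell by 3.92 ± 0.42, 3.88 ± 0.42 and 3.78 ± 0.39 (SE, adjusted p from 0.000521 to 0.000537). An exonic TSS of CG13096 (2L, 8510478 to 8510704) rose by 2.66 ± 0.33, a TSS at the 3′ end of p38c (3R, 24149896 to 24150049) by 2.56 ± 0.32 and a promoter TSS of Axud1 (2L, 2366099 to 2366256) by 2.47 ± 0.34 (adjusted p from 0.000771 to 0.00138).

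From 2-4 to 4-6 h, promoter TSSs of fd19B (X, 20092360 to 20092510), slam (2L, 6373446 to 6373596) and CG43725 (2L, 11075437 to 11075588) fell by 5.00 ± 0.38, 4.67 ± 0.33 and 4.66 ± 0.37 (SE, adjusted p from 2.29e-06 to 5.27e-06). Intronic TSSs of CG11247 (3L, 21726922 to 21727092) and eff (3R, 14739189 to 14739566) rose by 2.45 ± 0.36 and 2.26 ± 0.42, and an intergenic TSS assigned to vvl (3L, 6810091 to 6810241) by 2.16 ± 0.36 (adjusted p from 0.00204 to 0.00977).

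From 4-6 to 6-8 h, promoter TSSs of mir-285 (3L, 11946244 to 11946394) and CG4733 (3R, 19890753 to 19890903) rose by 2.70 ± 0.47 and 2.59 ± 0.44, and an exonic TSS of CG6005 (3R, 19018024 to 19018174) by 2.52 ± 0.37 (SE, adjusted p from 0.0143 to 0.0269). A promoter TSS of CG4374 (3R, 23472261 to 23472411), an intergenic TSS assigned to Arl8 (3R, 8144239 to 8144392) and an intronic TSS assigned to CG17684 (2R, 2047245 to 2047397) fell by 2.65 ± 0.35, 2.61 ± 0.35 and 2.53 ± 0.36 (adjusted p from 0.0119 to 0.0143).

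Core promoter motifs were compared between called and other TSSs by two-sided Fisher's exact tests, with Benjamini-Hochberg adjustment over 8 tests. A DPE was present at 4.73% of the TSSs called between genotypes against 1.64% of the others (7 of 148, adjusted p = 0.0158). It was present at 3.14% of those called from 0-2 to 2-4 h against 1.55% (adjusted p = 6.38e-09), at 4.55% from 2-4 to 4-6 h against 1.59% (adjusted p = 6.38e-09) and at 5.11% from 4-6 to 6-8 h against 1.64% (adjusted p = 0.000964). Called TSSs were more often promoter TSSs than the others, and among promoter TSSs alone the DPE shares for the genotype calls were 3.90% against 3.30% (Fisher's exact test, p = 0.742), which did not differ. For the 3 window contrasts the DPE share stayed higher among promoter TSSs alone, at 4.37% against 3.18%, 7.48% against 3.18% and 8.87% against 3.26% (Fisher's exact tests, p = 0.00860, 5.87e-06 and 0.00268). A TATA box was present at 9.46% of the genotype calls against 3.21% of the others (adjusted p = 0.000668; 15.6% against 4.83% among promoter TSSs alone, Fisher's exact test, p = 0.000329) and at 9.51% of the calls from 2-4 to 4-6 h against 3.10% (adjusted p = 3.10e-19). Over all TSSs, the TATA shares did not differ for the calls from 0-2 to 2-4 h (3.14% against 3.24%, adjusted p = 0.832) or from 4-6 to 6-8 h (4.68% against 3.22%, adjusted p = 0.222). Among promoter TSSs alone, the share was lower for the calls from 0-2 to 2-4 h, at 3.50% against 5.03% (Fisher's exact test, p = 0.00343).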

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

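The tests of the spread at the floor and of the tinWT 2-4 h library standing apart were chosen only after the counts had been seen.

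The genotype difference changed over the windows at 2268 TSSs (limma F test of the interaction, adjusted p under 0.05). The effect of genotype therefore differed between windows by a direct test. The tables argue that much of this count is technical. When 1 of the 3 libraries was set apart in each window in every possible way, 14 of the 81 splits gave at least as many TSSs, up to 3458, the real one included, so other groupings of the same libraries gave as many. In all 14 the tinWT library was the one set apart at 2-4 h. Of the 2268 TSSs, 2063 had been called by the authors in 1 library, 68.4% in the tinWT 2-4 h library alone, and 11.8% had a mean value above the 25th percentile. With a variance prior that did not follow the mean value, 2 calls were left. A candidate explanation is that the test takes its spread from F3 and M6, which sit together at the floor of the rlog values at such TSSs and so leave hardly any spread. A change of the genotype effect with time at the few stronger TSSs stays open as the biological reading, with 5 calls above the 25th percentile.

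The 2614 TSSs lower in tinmDPE at 2-4 h were weighed in the same way. Their median change was -0.94 at 2-4 h and at most -0.12 in any other window (at 4-6 h). Of the 2614, 89.8% had been called by the authors in the tinWT 2-4 h library alone, and in tinWT itself their values fell by a median of -0.85 from 2-4 to 4-6 h. In size the pattern thus came mostly from that 1 library. Its direction was shared by the other windows, where the changes were small. Of the 2614, 90.5% were lower in tinmDPE by any size at 0-2 h, 86.4% at 4-6 h and 85.5% at 6-8 h. The shares of the other TSSs were 56.6%, 51.3% and 55.3%. A floor that is higher in tinWT can give such small shifts. The TSS of Acp65Aa, called in 1 library, had -1.61 in tinWT, -1.69 in F3 and -1.70 in M6 at 4-6 h. At 0-2 h the median change was -0.014 for the 2614 and also for all TSSs. The shared direction therefore cannot be told from an offset of the floor. The 2614 were selected at 2-4 h, which favours that window, and a genotype effect largely confined to 2-4 h would look the same. If that library were of a later stage and these TSSs stayed high afterwards, they would rise by 4-6 h in the tinmDPE strains. Their median change from 2-4 to 4-6 h was -0.0086 in F3 and -0.030 in M6, near that of the other TSSs. The selection favours TSSs that stay at the floor in F3 and M6 in every window, since 92.5% had no tinmDPE call. The test could therefore hardly show a rise, and it does not decide on a lasting rise with stage. A brief rise with stage stays open as well, because these TSSs had also fallen by 4-6 h in tinWT. The tinWT 2-4 h library had a stage index of 63.5. F3 and M6 had 36.0 and 34.5 at 2-4 h, and 70.9 and 75.1 at 4-6 h, each strain on a scale of its own. The set also lies near the floor, with a median mean value of -1.46. For the change at 2-4 h, a floor that moves with depth also goes against the tables, since 98.0% of the TSSs had their own call in the tinWT 2-4 h library. In 92.5% no tinmDPE library had a call, as a small spread at the floor would give. However, a variance prior without a trend left 1698 calls at 2-4 h, 1491 of them lower and 1575 shared with the 2924 of the fit with a trend, while 4 were left above the 25th percentile. How far the spread at the floor carried these TSSs past the threshold stays open. Whether the extra TSSs of this library come from the embryos or from its preparation was not tested, because tinWT has 1 library per window.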

How the results depend on the processing

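The tin difference, the mesoderm list and the named genes kept their direction under the alternatives run for each, but counts of calls moved widely, and centring turned the balance of rises and falls from 0-2 to 2-4 h. Unless a cause is given, the cause was not tested.

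The genotype effect, 148 TSSs, gave 132 under quantile normalization, 147 above the 25th percentile, 116 without a trend in the variance prior and 141 with centred libraries. The fits that each left out 1 library or 1 tinmDPE strain gave from 0 to 233 TSSs. Both fits without a strain gave 0 (2381 and 2580 at an unadjusted p under 0.05). Simulated data of that size (without F3) recovered 182 of 200 shifted TSSs, with 32 false calls. The simulation used moderated spreads and no strain effect, so it does not show that the real fit had such power. Without the windows 0-2, 2-4, 4-6 and 6-8 h the counts were 63, 40, 0 (3291 at an unadjusted p under 0.05) and 4. With strain as a correlated block it was 684, since the estimated correlation was negative (-0.0896) and shrank the errors, and only this fit called tin (adjusted p = 0.0251, against up to 0.764 in the others).

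Single-window counts fell above the 25th percentile to 10 (0-2 h), 4 (2-4 h), 0 (4-6 h) and 1 (6-8 h), and the interaction to 5. The removal of weak TSSs does not account for the whole fall, since 380 of the 2614 lower calls at 2-4 h and 267 of the 2268 interaction calls lay above that percentile in the first place, and the cause was not tested. The 0 calls at 4-6 h came with 4188 TSSs at an unadjusted p under 0.05. Without the trend the counts were 9 at 0-2 h, 1698 at 2-4 h, 290 at 4-6 h, 0 at 6-8 h and 2 for the interaction. With centred libraries they were 139, 1243, 319 and 0 in the successive windows and 2 for the interaction, and under quantile normalization 198, 2762, 383, 200 and 2378. The 0 calls at 6-8 h came with 3522 and 2659 TSSs at an unadjusted p under 0.05. Centring moved the median change of all TSSs from -0.05 to 0.11 at 2-4 h and from -0.01 to -0.14 at 0-2 h.

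F3 against M6 gave 2 TSSs under quantile normalization, 0 above the 25th percentile (1540 at an unadjusted p under 0.05), 6 without the trend and 6 with centred libraries, and from 0 to 3 across the 8 fits that each left out 1 library (1296 to 1825 at an unadjusted p under 0.05).

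The time effect gave from 0 (without F3, 7894 at an unadjusted p under 0.05) to 2213 (without Cas9) TSSs across the 3 fits that each left out a strain, against 9117. The contrasts of 2-4 with 0-2 h and of 6-8 with 4-6 h gave 0 in all 3 such fits, and 4-6 against 2-4 h gave 0 to 2. These fits had 2940 to 8978 TSSs at an unadjusted p under 0.05. Simulated data without F3, under the same limit, recovered 51 of 200 TSSs shifted between 2-4 and 4-6 h, against 145 with all strains. The other contrasts were not simulated without a strain, nor this one without Cas9 or M6, and the cause of the counts of 0 was not tested. Without the replicate block the counts were 8491 for the time effect and 2463, 822 and 97 for the consecutive contrasts, of which 97 is the only one beyond 1.5 times from its main count (235), and all 97 were among the 235. The block thus changed no other of these counts that far. Centring moved the median change from 0-2 to 2-4 h from 0.09 to -0.09 and the share of falls from 36.6% to 62.7%, and from 4-6 to 6-8 h the share of falls from 44.7% to 33.3%.

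In the exact test the tin difference ranged from -0.96 to -0.25 and stayed past 0.05 in the 3 alternatives that keep both tinmDPE strains. Without F3 or M6 it was -0.90 and -0.92, where 16 assignments allow no p-value under 0.05 and the side of the threshold says nothing. In the limma fits it ranged from -1.07 (without the 6-8 h window) to -0.65 (without the 2-4 h window). The mesoderm list lost its camera call with all TSSs of each gene (-0.055), under quantile normalization (-0.13) and without F3 (-0.16, against -0.26 without M6). It held without tin (-0.20) and, chosen after seeing the data, with the highest TSS within 500 bp of an annotated start (-0.19).

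Among promoter TSSs alone, a background chosen after seeing the data, the odds ratio of a DPE in the genotype calls fell from 2.97 to 1.19 and lost its call, and that of a TATA box in the calls from 0-2 to 2-4 h went from 0.97 to 0.68 and passed 0.05 (Fisher's exact test, p = 0.00343). TSSs shared by the genotypes numbered 19039 under a stricter score and 19511 with an overlap of at least 50%, against 19978. For the named genes, 131 values lost their call under an alternative, 1 gained it and 185 kept their side. All 18 TSSs named for the window contrasts lost their calls when any strain was left out.

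The planned comparison of csRNA with input was not run. No single-window fit without a tinmDPE library was made, as it would leave 1 library against 1. Depth limits the 0-2 h window most, where the libraries had 2632187 to 2908161 tags.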

Other observations

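The tests of the muscle structure genes, of the correlation across tinmDPE libraries, of the Y chromosome by window, and of the sizes of change with the stage index were chosen only after the results had been seen, and the cuticle pattern and the mesoderm pattern at 2-4 h had been noticed before their tests were chosen.

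The 148 TSSs called between genotypes were more than most other groupings gave. Of 100 splits of the 12 libraries into 4 and 8, 3 gave as many, the real one included, with up to 1050 in another split. Of the 81 splits that set 1 library apart in each window, 1, the real one, gave as many, and the next highest had 111. Setting F3 or M6 apart in all windows gave 8 and 2. For the window effect, 1 of 100 splits, the real one, gave 9117. Each consecutive contrast was matched by 1 of 10 splits, the real one, and 10 splits cannot give a share below 0.05. Among the 4 of those splits that part every strain, 1 again gave as many, with at most 17 TSSs in another. For F3 against M6, 4 of 35 splits gave at least 1 TSS.

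Technical readings of the genotype calls were tested. Background spread over the whole arm 3R is argued against by the share of calls on that arm, 18.9% against 23.4% of the other TSSs. Background linked close to tin stays open, because the distance of the calls from tin did not enter the test. A floor moving with depth is argued against because 128 of the 148 TSSs remained under quantile normalization. All 148 lay above the 25th percentile in the first place, so the 141 still called in the fit above it do not test the floor. A difference in stage stays open. The stage index of tinWT was the highest in every window, against F3 and M6 at 25.3, 6.74 and 14.3 at 0-2 h, 63.5, 36.0 and 34.5 at 2-4 h, 75.7, 70.9 and 75.1 at 4-6 h, and 99.9, 94.6 and 83.5 at 6-8 h. Each strain was placed on a scale from the other 2. A lasting difference of tinWT can therefore set the indices apart without a difference in stage. With the index as a covariate 23 of the 148 stayed past the threshold, the outcome set in advance for stage. With exchanged stage values a median of 103.5 of the 148 stayed, and 2 of 100 draws kept as few as the real index. The real index thus lost more calls than most exchanged ones. An index that runs with the genotype can bring such a loss by itself, so the loss alone does not decide on stage. With the real index all 148 kept their sign and 141 had an unadjusted p under 0.05. The changes kept 97.6% of their size at the median and the standard errors grew to 158%. The index thus took up little of the change at the median, and the errors widened. With 6 residual degrees of freedom the index and the genotype were separated with low precision. CG16782 and Pp1-Y1 stayed called (limma adjusted p = 0.0315 and 0.0334), while step, CG6933, CG7567 and Muc18B did not (0.121 to 0.318). The tin TSS, not called without the index (limma adjusted p = 0.125), had 0.721 with it.

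The mesoderm list was lower in tinmDPE at 2-4 h by a median of -0.64, below nearly all matched random lists (percentile 0.01). After subtracting from each TSS 74.8% of its change from 2-4 to 4-6 h in tinmDPE, the share that the stage index gives, the median was -0.24 and lay at the percentile 0.23. Of the 25 TSSs, 24 were lower before this step and 16 after it. Stage as measured by this index may therefore account for part of the difference, and the tin TSS kept -1.40 of -1.70. The subtraction takes the change between the windows as steady, and it sets indices of different scales against each other. Whether stage accounts for the rest stays open. The list differences at 2-4 h rest on 1 tinWT library. A loss of tin activity in the mesoderm stays open and was not tested apart from strain.

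Genes of later development were higher in tinmDPE, although the windows end at 8 h. The cuticle genes Lcp65Ag1, Lcp65Ag2 and Lcp65Ag3, near-identical copies whose reads can be shared, were higher by 3.01, 3.03 and 3.38 (limma adjusted p = 0.0326, 0.0248 and 0.0169). These calls did not hold when libraries were left out. Of the 73 cuticle genes, 0 passed without F3, without M6 or without any 1 window (smallest adjusted p from 0.114 to 0.690, with 7 to 13 at an unadjusted p under 0.05). Of the 12 fits that each left out 1 library, 3 had a call, those without F3 at 0-2 h, M6 at 0-2 h and M6 at 4-6 h. The 20 muscle structure genes, tested only as a companion list, were higher by a median of 1.15, 18 of 20 rising, above all matched random lists. By limma, camera gave p = 3.61e-12, fry p = 0.0543 and camera with an estimated correlation p = 0.0420, and 0 genes passed over all TSSs. The median was 1.14 under quantile normalization, 1.16 with centred libraries and 0.88 without the 0-2 h window. Camera with an estimated correlation passed 0.05 under quantile normalization (p = 0.0438) and with centred libraries (p = 0.0366). It lost its call in every fit without a tinmDPE strain or a window, with p from 0.0597 (without M6) to 0.160 (without the 2-4 h window). At 0-2 h, the earliest window, the list stood 0.87 higher in F3 and 2.70 higher in M6 (percentile 100 for the genotype difference), with Mlc2 at 9.71 in tinWT, 11.38 in F3 and 13.52 in M6, and Mhc at 5.75, 7.72 and 9.74. At 4-6 h it stood 1.80 higher in F3 but -0.29 in M6.

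Late embryos or larvae mixed into most tinmDPE collections are a candidate explanation. They would raise muscle, synapse and cuticle genes together. The muscle structure and synapse lists share 0 genes with another list, but 18 of the 20 and 10 of the 15 genes also had a TSS called in a tinWT library. The synapse list rose by 0.23, within the matched random lists (percentile 88.13; camera with the preset correlation passed 0.05 and fry did not), and by 0.02 without the 0-2 h window, while the test set in advance needed both lists above 95% of random lists, so this stays open. The 73 cuticle genes rose by 0.19 (percentile 100), again past 0.05 by camera with the preset correlation and not by fry. The 65 outside the 65A cluster rose by 0.15 (percentile 99.72), but fry did not pass 0.05 and the percentile was 69.29 without the 2-4 h window, so whether the rise goes beyond the 8 genes of the cluster (median 0.47, past 0.05 by fry) stays open. Across the 8 tinmDPE libraries, the mean of CG6933, CG7567 and Muc18B followed the muscle structure median, with Pearson's r = 0.873 (exact permutation p = 0.00511, adjusted 0.0102) and Spearman's rho = 0.714 (exact permutation p = 0.0576, adjusted 0.115). In the same family of 2 relations, adjusted by Benjamini-Hochberg, the synapse median gave r = 0.433 (exact permutation p = 0.288, adjusted 0.288) and rho = 0.405 (exact permutation p = 0.327, adjusted 0.327). Without the 2 libraries farthest from the median r was 0.553 for the muscle structure and 0.575 for the synapse median, so the relation, and the contrast between the lists, rests on those libraries. The M6 4-6 h library carries the same genotype label as F3 but lay at the tinWT level for these genes (4.55 against 3.88 for the mean of the 3, with 9.40 in F3). An effect of the promoter mutation would have to be absent there. Adult or larval carry-over, line background and genotype were not separated.

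Y-linked TSSs were lower in tinmDPE by a median of -0.10 over 182 TSSs, at the percentile 0.04 of matched autosomal lists. A lower share of males or another Y chromosome in tinmDPE stays open. Without the 2-4 h window the median was 0.03 at the percentile 43.93, but many of these TSSs lie near the floor of the values, where a median hardly moves. The medians were -0.011 at 0-2 h (percentile 96.86), -0.45 at 2-4 h (percentile 0), -0.11 at 4-6 h (percentile 4.83) and -0.020 at 6-8 h (percentile 49.43), each against 1 tinWT library. The TSS assigned to Pp1-Y1 was lower in all 8 tinmDPE libraries, by -3.18 without the 2-4 h window.

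TSSs called in all 4 tinWT libraries and in no other numbered 5, and all 5 were among the genotype calls. F3 had 6 such TSSs of its own and M6 had 1, while 78 sets of 4 libraries from mixed strains had a median of 1 and at most 11. F3, with 6, thus had no fewer than tinWT, so a difference between lines unrelated to the edited element is a candidate explanation for TSSs such as those of CG16782 and step. In the other direction, 11 TSSs were called in all 8 tinmDPE libraries and in no tinWT library, against 0 absent from F3 alone, 1 from M6 alone and at most 6 from a mixed set alone. That count was compared only after it had been seen. It sets tinWT apart from both tinmDPE strains, and since tinWT is 1 strain, the genotype and the background of that strain both stay open for it.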
